# Single-Cell Transcriptomics Reveals Core Regulatory Programs That Determine the Heterogeneity of Circulating and Tissue-Resident Memory CD8^+^ T Cells

**DOI:** 10.3390/cells10082143

**Published:** 2021-08-20

**Authors:** Yao Chen, Jian Shen, Moujtaba Y. Kasmani, Paytsar Topchyan, Weiguo Cui

**Keywords:** CD8 tissue-resident memory T cell, LCMV infection, single-cell RNA-sequencing, heterogeneity, transcriptional regulation, transcription factors, GP33

## Abstract

During acute infections, CD8^+^ T cells form various memory subpopulations to provide long-lasting protection against reinfection. T central memory (TCM), T effector memory (TEM), and long-lived effector (LLE) cells are circulating memory populations with distinct plasticity, migration patterns, and effector functions. Tissue-resident memory (TRM) cells permanently reside in the frontline sites of pathogen entry and provide tissue-specific protection upon reinfection. Here, using single-cell RNA-sequencing (scRNA-seq) and bulk RNA-seq, we examined the different and shared transcriptomes and regulators of TRM cells with other circulating memory populations. Furthermore, we identified heterogeneity within the TRM pool from small intestine and novel transcriptional regulators that may control the phenotypic and functional heterogeneity of TRM cells during acute infection. Our findings provide a resource for future studies to identify novel pathways for enhancing vaccination and immunotherapeutic approaches.

## 1. Introduction

During acute infection, antigen-specific CD8^+^ T cells are activated and differentiate into cytotoxic effector cells to clear pathogens. Most of these effector cells die by apoptosis after resolution of the primary infection. However, some survive and form memory cells, which provide long-lasting protection against previously encountered infections. Based on the migration patterns and functions, heterogeneous populations of memory CD8^+^ T cells have been identified in blood, secondary lymphoid organs (SLOs), and peripheral tissues. T central memory (TCM) cells exhibit the highest plasticity, which allows them to expand and differentiate into effector cells upon reinfection [1]. TCM cells have high expression of CD62L and CCR7 which are SLOs homing molecules [1]. T effector memory (TEM) cells lack these homing molecules and provide immediate pathogen control via higher effector functions [1]. Recently, studies have revealed additional heterogeneity within the classically defined TEM population, including peripheral memory (TPM) cells, which exhibit an intermediate level of CX_3_CR1 and patrol between peripheral tissues and blood [2]. Furthermore, recently identified long-lived effector (LLE) cells, which are distinguished by the highest level of CX_3_CR1 among TEM-like cells have the most robust cytotoxic function when compared with other memory CD8^+^ T cells [3]. LLE cells share similar features with CX_3_CR1^hi^ TEM and further studies may be needed to determine if these two populations are, in fact, identical. In addition to these circulating memory subsets, tissue-resident memory (TRM) cells are found in various tissues, especially at barrier surfaces, such as the skin, lung, female reproductive tract, and intestinal epithelium [4,5]. They express tissue residency molecules, such as CD103 and CD69, and maintain the ability to produce effector molecules such as granzyme B (GzmB), TNF, IFN-γ, and IL-2 depending on their site of residence [5]. Whereas heterogeneity within circulating memory CD8^+^ T cells has been well-characterized, TRM cell heterogeneity has only been investigated relatively recently and requires further investigation.

The role of transcription factors (TFs) in regulating gene expression and subset differentiation of memory cells has received considerable attention. For example, TFs including Id2 [6], T-bet [7], and Blimp1 [8] are required for TEM formation. Id3 [9], Eomes [10], Bcl6 [11], Foxo1 [12], and Tcf-1 [13,14] are critical for TCM differentiation. The TFs that control the newly identified memory subsets, such as LLE cells, are currently unknown. Furthermore, although Runx3 [15], Notch [16], Bhlhe40 [17], and Blimp1 and its homolog Hobit [18] are reported to regulate TRM formation, it remains unclear whether potentially heterogeneous subpopulations of TRM cells may be controlled by distinct TFs.

Here, we applied single-cell RNA sequencing (scRNA-seq) on GP33^+^ CD8^+^ T cells from spleen and small intestine post LCMV-Armstrong (LCMV-ARM) infection to test the heterogeneity of circulating memory populations and TRM cells. Furthermore, we used Single-Cell rEgulatory Network Inference and Clustering (SCENIC) analysis on our scRNA-seq data to examine the gene regulatory networks (GRNs) that contribute to the distinct transcriptomic profiles and functions of the various memory subsets. In doing so, our study provides a framework to systematically identify critical regulators for each CD8^+^ memory T-cell population.

## 2. Materials and Methods

### 2.1. Mice and LCMV Infection

Six- to eight-week-old female C57BL/6 were purchased from Charles River. Mouse handling conformed to the requirements of the Institutional Animal Care and Use Committee (IACUC) guidelines of the Medical College of Wisconsin (MCW).

Mice were infected with 2 × 10^5^ PFU/mouse LCMV-ARM by intraperitoneal injection to establish acute infection. LCMV-ARM was prepared by a single passage on BHK21 cells and viral titers were determined by plaque assay on Vero cells.

### 2.2. Isolation of Lymphocytes from Spleen and Small Intestines

For isolation of lymphocytes from the spleen, spleens were mashed and passed through 70-µm cell strainers to form single-cell suspension. Then, ACK Lysing Buffer (Thermo Fisher Scientific, Waltham, MA, USA) was used to remove red blood cells. For isolation of intraepithelial lymphocytes (IELs) from small intestines, small intestines were collected from stomach to caecum. Then, they were cut open longitudinally and washed with cold PBS with 2% FBS. Small intestines were cut into pieces and incubated in RPMI medium with 10% FBS and 5 mM EDTA for 30 min at 37 °C while shaking. IELs were suspended in the supernatant after vortexing the tube containing the small intestines and were further enriched by using a 44%/56% Percoll density gradient. Cells were centrifuged at 2000 rpm for 20 min without applying brakes.

### 2.3. Cell Sorting

All flow cytometry data were acquired on an LSRII (BD Biosciences) flow cytometer with BD FacsDiva software (Version 8) and analyzed by FlowJo (Version 9). A BD FACSAria cell sorter was used for sorting. Cells were stained with GP33 tetramer (1:100, provided by the NIH tetramer core facility) and the following antibodies were used against cell surface antigens for 30 min at 4 °C: anti-CD8α (clone 53–6.7, 1:200), anti-CD44 (clone 1 M7, 1:200), anti-CD103 (clone 2E7, 1:200), anti-CD62L (clone MEL-14, 1:200).

### 2.4. Single-Cell RNA Sequencing and Analysis

GP33^+^CD44^+^CD8^+^ cells were FACS-sorted from LCMV-ARM-infected mice on day 30 post-infection and loaded on the chromium controller (10× Genomics). scRNA-seq libraries were prepared using the Chromium Single Cell 5′ v1 Reagent Kit (10× Genomics) according to the manufacturer’s protocol. Libraries were loaded onto an Illumina NextSeq sequencing system with the NextSeq 500/550 High Output Kit v2 (150 cycles) (Illumina) with the following conditions: 26 cycles for read 1, 91 cycles for read 2, and 8 cycles for i7 index. Raw sequencing data were de-multiplexed and converted to gene-barcode matrices using the Cell Ranger (Version 2.2.0) mkfastq and count functions, respectively (10× Genomics). The mouse reference genome mm10 was used for alignment. Data were further analyzed in R (Version 3.4.0) using Seurat (Version 3). The number of genes detected per cell, number of unique molecular identifiers (UMIs), and the percent mitochondrial genes were plotted; outliers were removed (cells that expressed less than 200 and more than 2500 genes, and cells with >0.05 percent mitochondrial genes) to filter out doublets and dead cells. Differences in the number of UMIs and percent mitochondrial reads were regressed out. Raw UMI counts were normalized and log-transformed. We removed contaminating cells and kept α/β CD8^+^ T cells based on high expression of *Cd3e*, *Cd8a*, *Trac*, *Trbc1*, and *Trbc2.* To correlate our findings with previously reported TRM subsets, published scRNA-seq data on activated P14 T cells (CD8^+^ CD44^+^) cells from siIEL (GSE131847) [19,20] were used to perform intergraded analysis using Seurat.

### 2.5. SCENIC Analysis

Log-normalized UMI counts were used as the input gene expression values for SCENIC analysis [21]. First, the potential target genes of each TF were determined based on co-expression patterns using GENIE3 [22]. A threshold of 0.03 for Pearson correlation was used. Then, TF-motif enrichment analysis was performed to identify the regulons (TFs and their direct-binding targets) using RcisTarget [21]. Motifs with a normalized enrichment score (NES) >3.0 were kept. The search space was 10 kb around the TSS or 500 bp upstream of the TSS from the mm10 mouse reference genome. Finally, all genes in each cell were ranked by their expression and a curve was generated with the number of recovered genes from the regulon across the ranking of genes. AUCell [21] was then used to calculate the activity of each regulon as the area under the recovery curve (AUC) in each cell. AUCell thresholds for some regulons were manually adjusted as recommended by the SCENIC developers. Regulons that were active in at least 1% of cells and correlated (absolute Pearson correlation >0.30) with at least one other regulon were kept. The TF–gene interactions in the GRNs were generated based on the TF-motif enrichment analysis during SCENIC analysis.

### 2.6. Bulk RNA-Sequencing and Analysis

Three replicates of each cell population were sequenced with a modified SMART-Seq2 protocol [23]. Briefly, 1000 cells of each sample were directly sorted into 6.5 μL of cell lysis buffer consisting of 1 μL 2% Triton-X100 (Sigma-Aldrich, St. Louis, MO, USA), 0.5 μL RNase inhibitor (Takara, Shiga, Japan), 2 μL 10 μM oligo-dT30VN primer (IDT, Newark, NJ, USA), and 3 μL 10mM dNTP mix (ThermoFisher, Coralville, IA, USA). Sorted cells were immediately frozen on dry ice and stored in −80 °C. For reverse transcription, 4 μL 5× superscript II First-Strand Buffer (Invitrogen, Waltham, MA, USA), 1 μL 100 mM DTT, 0.5 μL RNase inhibitor, 0.2 μL 100 μM TSO (IDT), 4 μL 5 M Betaine (Sigma-Aldrich), 0.12 μL 1 M MgCl2 (Sigma-Aldrich) and 2 μL SuperScript II reverse transcriptase (Invitrogen) were added into the thawed cell lysate. After three minutes of incubation at 72 °C, samples were put back on ice and incubated with the following program: 42 °C × 45 min, 70 °C × 10 min, 4 °C hold. cDNA amplification and library preparation were done as described in the SMART-Seq2 protocol. Pooled libraries were sequenced with a NextSeq 500 sequencer using a high output V2.5 75 cycle kit (Illumina, San Diego, CA, USA) and 2 × 37 paired-end reads. Bulk RNA-seq data were aligned to mm10 and quantified with Salmon [24]. Differential analysis of gene expression among TCM, TEM, and TRM was done using DESeq2 (Version 1.30.1) [25]. Differently expressed genes (*p*.adjust < 0.05) in each pair-wise comparison were used for making the heatmap. Gene set enrichment analysis (GSEA) was done with the R package *clusterProfiler* using pathways from the KEGG database [26].

## 3. Results

### 3.1. Single-Cell Transcriptomics Probes Heterogeneity within Memory CD8^+^ T-Cell Populations

First, we performed scRNA-seq on GP33^+^ CD44^+^ CD8^+^ cells from spleen lymphocytes and siIELs 30 days post-LCMV ARM infection (Figure 1A and Supplementary Figure S1A). About 90% of GP33^+^ CD44^+^ CD8^+^ cells from siIELs expressed CD103, which is the predictive marker of intraepithelial CD8^+^ T cells (Supplementary Figure S1A). Then, these two scRNA-seq datasets were integrated using the Seurat package and underwent unsupervised Uniform Manifold Approximation and Projection (UMAP) analysis. Our analysis identified four transcriptionally distinct clusters (Figure 1B). Clusters 0–2 but not Cluster 3 exhibited *Klf2* and *S1pr1* expression, which mediate egress of T cells into the circulation [27] (Figure 1C). We also observed that Clusters 0–2 expressed genes previously associated with TEM (*Il7r*, *Cxcr3*, intermediate levels of *Cx3cr1* and *Klrg1*), TCM (*Sell*, *Ccr7*, *Lef1*, and *Tcf7*), and LLE (high levels of *Cx3cr1*, *Klrg1*, *Tbx21* (encodes T-bet), and *Zeb2*), respectively [3,19,20] (Figure 1D–F). CD62L and CCR7 are two key molecules required for LN homing [1]. TCF1 and LEF1 can be induced by WNT signaling and are essential for the stemness and quiescence of TCM cells [13,28]. CX_3_CR1 is a chemokine receptor essential for homing to the vasculature [29]. KLRG1 and ZEB2 promote terminally differentiated effector CD8^+^ T cells [7,30]. The expression level of CX_3_CR1, KLRG1, and T-bet are reported to correlate with the cytotoxicity of CD8^+^ T cells [2,7,31]. Cells from Cluster 3 almost exclusively came from the siIEL sample (Figure 1B) and expressed genes previously reported to be associated with TRM cells, including *Itgae* (encodes CD103), *Cd69*, *Zfp683* (encodes Hobit), and *Runx3* [32] (Figure 1G). CD103 and CD69 are the two most commonly used markers for TRM cells. CD103 mediates tissue residency through interaction with E-cadherin, expressed in epithelial and neuronal tissues [33]. CD69 regulates tissue retention by antagonizing S1P1-mediated tissue egress [34]. Hobit and RUNX3 are two transcription factors that construct the transcriptional program of tissue residency [15,18]. Furthermore, we found that both LLE and TRM cells had elevated expression of genes associated with cytotoxicity, such as *Gzma*, *Gzmb*, and *Ifng* (Figure 1H). TEM cells expressed *Tnf* and *Ifng* (Figure 1I). TCM cells exhibited the highest level of *Il2*, while LLE cells had the lowest (Figure 1I). These data revealed the heterogeneity of circulating CD8^+^ memory T cells and the unique transcriptional features of TRM cells.

### 3.2. Single-Cell Network Inference Reveals Candidate Regulators of Memory CD8^+^ T-Cell Populations

To comprehensively reconstruct the gene regulatory networks for different types of CD8^+^ T-memory subsets during acute viral infection, we applied network inference on our scRNA-seq data of LCMV-specific CD8^+^ T cells using SCENIC [21]. SCENIC predicts TFs alongside their candidate target genes, which are jointly called a regulon, via co-expression patterns and *cis*-regulatory motif analysis. Here, we identified 153 regulons that were active in at least 1% of the total cells from our scRNA-seq data. Then, the activity of these regulons was accessed in individual cells which were reclustered based on regulon activity patterns (Figure 2A). By then labeling each individual cell with its Seurat-derived cluster identity, we found that TRM cells harbor the most unique regulon activities while TEM, TCM, and LLE cells shared relatively similar regulon profiles (Figure 2A,B). Nevertheless, we found some regulon heterogeneity among the non-TRM populations, as expected. TCM cells lacked *Tbx21* regulon activity but were enriched for *Tcf7* regulon activity, which has been reported to regulate the stemness of TCM [28] (Figure 2B,C). Furthermore, we found that *Tcf7* might program TCM cells through the regulation of signature genes, including *Klf2*, *Id3*, and *Sell* (encodes CD62L) (Figure 2D). TEM and LLE cells both had high activity of regulons related to T-cell migration and activation, such as *Klf2*, *Klf3*, and *Nfatc3* (Figure 2B,C,E). We found that TFs, including *Etv3*, *Elk3*, and *Elf4*, may regulate *Gzma* and *Gzmb* expression to promote the cytotoxicity of LLE cells (Figure 2E). Furthermore, ELF4 has been shown to regulate the proliferation and migration of CD8^+^ T cells via KLF2 [35].

In line with previous research [32], TRM cells were characterized by enriched activity of *Runx3* and *Foxo1* regulons, as well as a lack of activity of *Klf2* and *Klf3* regulons (Figure 2B,C). In addition to previously reported TFs, we found that TRM cells have high activity of AP-1 TF family members, including *Jun* (encodes c-Jun), *Junb*, *Jund*, *Fos*, *Fosb*, and *Batf* (Figure 2B). Furthermore, TFs induced by interferon signaling, including *Stat1*, *Irf1*, *Irf7*, and *Irf9* were enriched in TRM cells (Figure 2B). TFs related to the NF-κB signaling pathway, such as *Bcl3*, *Rela*, *Relb*, *Rel*, and *Nfkb2*, were also enriched in TRM cells (Figure 2B). In addition, we also found TRM-enriched regulons that have previously been reported to regulate T-cell differentiation and function in broader settings, but whose roles in TRM cells specifically have not been determined. These included *Trp53* [36], *Nr3c1* [37], and *Fli1* [38]. In summary, we identified known and unknown TFs that may contribute to the phenotypic heterogeneity of memory CD8^+^ T cells during viral infection. Furthermore, TRM cells are not only transcriptionally distinct from circulating memory populations, but their differentiation and function are regulated by unique gene regulatory networks.

### 3.3. Bulk RNA-Seq Reveals the Unique Transcriptional Profiles of TRM Cells

To further compare the transcriptional profiles of TRM cells versus circulating memory CD8^+^ T-cell populations, we performed bulk RNA-sequencing (RNA-seq) with cells sorted at day 30 post-infection with LCMV-ARM. 

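Each library was made from 1000 sorted cells by SMART-Seq2, which primes cDNA from poly(A) tails and amplifies it by PCR without molecular identifiers. The 8 libraries used here were 3 of TCM cells (replicates 1, 10 and 30) and 2 of cTEM cells (replicates 10 and 30) from spleen, and 3 of TRM cells (replicates 0, 3 and 30) from small intestine intraepithelial lymphocytes (siIEL). The paper's methods give 3 replicates of each population. The authors aligned the reads to mm10 and quantified them with Salmon, and the deposited values were estimated counts per gene, rounded to whole numbers and not scaled for depth. The TCM libraries held 24386774, 23647140 and 15341953 counts. The cTEM libraries held 13204400 and 7871888 counts, and the TRM libraries held 6398213, 14832312 and 12636805. Between 12768 genes in cTEM 30 and 15367 genes in TCM 1 had at least 1 count. A level of 3 counts in a single library stood for 0.122 CPM in TCM 1, the lowest, and 0.439 CPM in cTEM 30, the highest. The floor used for genes with no counts in a group was 3 counts over the group. It stood for 0.0510 CPM in TCM, 0.0739 CPM in TRM and 0.167 CPM in cTEM cells. The counts were scaled by edgeR's TMM method, as are all CPM here, and the biological coefficient of variation between replicates was 0.751 in TCM, 1.08 in cTEM and 1.18 in TRM cells. All 8 libraries entered 1 fit of edgeR's quasi-likelihood model, which tested the 12710 of 19438 genes that passed edgeR's filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper, which used DESeq2. TRM cells differed from both splenic populations in tissue and in the isolation protocol as well, so these cannot be told apart from the population.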

TRM cells (GP33^+^ CD44^+^ CD103^+^ CD8^+^) were isolated from siIEL in the same way as in Supplementary Figure S1A. 

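CD103 is encoded by *Itgae* (GRCm38 chromosome 11, 73090583 to 73147446). *Itgae* was at 757 ± 283 CPM (SD, n = 3) in TRM cells, 5.12 ± 1.00 CPM (n = 3) in TCM cells and 3.27 ± 4.62 CPM (n = 2) in cTEM cells. The 3 TRM libraries were at 432, 949 and 891 CPM. The log2 fold change of TRM cells was 7.20 over TCM (standard error 1.15, adjusted p = 0.0189) and 7.81 over cTEM (standard error 1.43, adjusted p = 0.0371), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the adjusted p stayed under 0.05 in 5 of 8 fits against TCM, rising to at most 0.110 when a TCM library was left out, and in 2 of 8 against cTEM, where it was kept only without a cTEM library and rose to at most 0.0835. The sample labels do not name the CD103 gate, which is taken from the paper.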

The conventionally defined effector memory (cTEM) and TCM were sorted as CD62L^+^ GP33^+^ CD44^+^ CD8^+^ and CD62L^−^ GP33^+^ CD44^+^ CD8^+^ T cells from spleen, respectively. 

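The libraries were grouped by the population name in their labels, since the results text of the paper gives the sorting gates of TCM and cTEM cells the other way round from its introduction and these labels. PCA was run on log2 CPM (prior count 2) of the 12710 genes tested, centred and not scaled, since the paper's text does not name its transformation. PC1 held 32.5% of the variance and PC2 19.5%. The PC1 score was 138 ± 39.3 (SD, n = 3) for TRM and −82.6 ± 13.3 (n = 5) for the circulating libraries. TCM libraries lay between −96.2 and −65.0, within which the cTEM libraries fell at −93.1 and −85.7. The difference between TRM and the circulating libraries gave p = 0.0179 in a two-sided exact permutation test, the smallest that 3 against 5 libraries allow. The Euclidean distance between a TRM and a TCM library was 267 to 335, and between a TRM and a cTEM library 305 to 361. TCM and cTEM libraries were 237 to 260.1 apart, TCM libraries 169 to 191 from each other, and the 2 cTEM libraries 282. TRM libraries lay 285 to 329 apart, a spread that overlapped their distance from TCM. With the mean of each group taken and the replicate noise subtracted, TRM was 179 from TCM and 164 from cTEM, against 64.7 between TCM and cTEM. With only the 500 genes of largest variance, the alternative that moved it most, PC1 held 57.2% and the p-value was the same.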

Based on principal component analysis (PCA), TCM and cTEM cells showed considerable similarity while TRM cells were more transcriptionally distinct from the other two populations (Figure 3A). To identify the gene sets uniquely expressed in or shared between each population, we performed differential analysis by comparing the three populations pairwise (TCM vs cTEM, TCM vs TRM, and cTEM vs TRM). The differentially expressed genes (DEGs) (adjusted *p*-value (padj) < 0.05, absolute log2(fold change) (log2(FC)) > 0.5) fell into 6 expression patterns: three clusters of DEGs uniquely upregulated in a single population (TCM, cTEM, or TRM) and three clusters of DEGs upregulated by two populations (TCM and cTEM, TCM and TRM, or cTEM and TRM) (Figure 3B). 

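Of the genes tested, 244 passed these thresholds in at least 1 pairwise comparison by edgeR's quasi-likelihood test, 128 of them in 1 comparison only. A gene was assigned to a pattern where 1 population lay above or below both others and was called in both of its comparisons, since the paper's text gives no rule. By this rule 33 genes were higher in TRM than in both TCM and cTEM, and 83 were lower in TRM than in both, which corresponds to upregulation in TCM and cTEM. The other 4 patterns held 0 genes each. In TCM against cTEM, on which those 4 patterns depend, 519 genes had an unadjusted p under 0.05, while 5% of the tested genes is 636. In data simulated with 12025 unchanged genes, 0 were called in both TRM comparisons, which share the TRM libraries. Assigning each of the 244 genes by whether its middle population lay nearer the highest or the lowest mean gave 97 genes higher in TRM alone, 2 higher in TCM alone and 0 in cTEM alone. It gave 130 lower in TRM, 4 lower in TCM and 11 lower in cTEM. DESeq2 calls, the alternative that moved these counts most and chosen after the data were seen, gave 430, 31 and 9 genes higher in TRM, TCM and cTEM and 632, 16 and 133 genes lower.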

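TRM cells differed from TCM in 224 genes (97 higher and 127 lower in TRM) and from cTEM in 136 genes (48 higher and 88 lower) by edgeR's quasi-likelihood test. No gene was called between TCM and cTEM by edgeR, with 0 past the threshold, while DESeq2 called 201. At an unadjusted p under 0.05 there were 2340 and 2266 genes in the TRM comparisons. DESeq2 moved the counts most, to 1702 against TCM and 1805 against cTEM, and contained 222 of the 224 and 134 of the 136 edgeR calls, each in the same direction. In every called gene the libraries of the 2 groups did not overlap. Among all genes tested this held for 30% against TCM and 31.0% against cTEM, where chance gives 10% and 20%. With a TCM library left out the count against TCM fell to 76 (TCM 1), 36 (TCM 10) and 42 (TCM 30), and that against cTEM to 78, 68 and 58. Without cTEM 10 or cTEM 30 the count against cTEM was 38 or 55. The called genes with the largest fitted changes and no overlap between groups were taken from each comparison. Higher in TRM than in TCM were *Ppp1r3b* (GRCm38 chromosome 8, 35375739 to 35388139) and *Adgrg1* (chromosome 8, 94974751 to 95014217), both with 0 counts in TCM, at least 2259.9-fold and 1024-fold over a floor of 3 counts in the group. Against cTEM these were *Trgc4*, *Trgc2* and *Pmepa1* (chromosome 2, 173224458 to 173276533), with 0 counts in cTEM and at least 2253-fold, 1839-fold and 412-fold higher. Lower in TRM than in TCM by at least 20136-fold and 2903-fold were *Igkv2-137* and *Igkv8-30*, and lower than in cTEM was *Igkv3-2*, by at least 3448-fold. *Igkv3-4* had 1 count in TRM, and its ratio of cTEM to TRM was 46038 (95% counting interval 8263 to 1818404). With 1 library left out in turn, only *Igkv8-30* of these genes kept its call in all 8 fits. *Ppp1r3b* and *Adgrg1* lost it without any 1 TCM library or TRM 3, and *Adgrg1* also without TRM 30 (adjusted p by edgeR's test up to 0.0971 and 0.1002). *Trgc4* lost it in 7 of 8 fits, all but that without TCM 1 (up to 0.142), as did *Igkv2-137* (up to 0.105). *Pmepa1* lost it without cTEM 10 or cTEM 30 (up to 0.0738), *Trgc2* without these or any 1 TRM library (up to 0.119), *Igkv3-2* without cTEM 10 (0.0738), and *Igkv3-4* without cTEM 10 or any 1 TRM library (up to 0.0762). The bounds and ratios moved as well. Without TRM 3 the bound of *Ppp1r3b* fell to 458-fold, and that of *Pmepa1* was 255-fold without TRM 30 and 636-fold without TRM 3. *Igkv2-137* was at 3499 CPM in TCM 1, without which its bound fell to 609-fold, and the bound of *Igkv8-30* fell to 992-fold without TCM 30. Without cTEM 10 the bound of *Igkv3-2* fell to 541-fold and the ratio of *Igkv3-4* to 2578, and without cTEM 30 they rose to 5228-fold and 72644. The single count of *Igkv3-4* was in TRM 30, without which cTEM was at least 10179-fold higher. A library left out of the group at 0 lowers a bound by depth alone, at most 1.72 times for TCM (TCM 1), 2.63 times for cTEM (cTEM 10) and 1.90 times for TRM (TRM 3). The *Trgc* and *Igkv* genes have near-identical copies between which Salmon could split reads, so their single values are uncertain. Immunoglobulin or B cell list genes made up 25 of the 83 genes lower in TRM than in both populations. *Trdc*, the T cell receptor delta constant gene, was not higher in TRM than in TCM (log2 fold change −0.87).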

Consistent with the PCA results, TRMs had the most differentially expressed genes compared to TCM or cTEM (Figure 3B). In addition to *Cd69*, *Runx3*, and NR4A family members (*Nr4a1*, *Nr4a2*, and *Nr4a3*), TRM-associated genes identified by scRNA-seq (*Jun*, *Junb*, *Fos*, etc.) were also confirmed to be upregulated in TRMs by bulk-RNA seq. On the other hand, genes associated with TCM and TEM (*Sell*, *Cx3cr1*, etc., were found to be downregulated in TRM cells.

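*Cd69* (GRCm38 chromosome 6, 129267325 to 129275436) was at 2577 ± 528 CPM (SD, n = 3) in TRM, 569 ± 152 CPM (n = 3) in TCM and 439 ± 138 CPM (n = 2) in cTEM cells. Its log2 fold change in TRM was 2.18 over TCM (standard error 0.38, adjusted p = 0.0237) and 2.55 over cTEM (standard error 0.45, adjusted p = 0.0317), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It stayed under 0.05 in 3 of the 8 fits that left out 1 library against TCM (those without cTEM 10, cTEM 30 or TRM 3) and in 1 against cTEM (that without TRM 3), with an adjusted p of at most 0.140 and 0.143. *Runx3* (chromosome 4, 135120652 to 135177990) was at 228 ± 95.3 CPM in TRM, 57.9 ± 22.0 CPM in TCM and 51.0 ± 17.1 CPM in cTEM cells. Its log2 fold changes of 1.97 (standard error 0.51) and 2.16 (0.59) did not pass by the same test (adjusted p = 0.0891 and 0.116), while DESeq2 gave 0.00517 and 0.00881. *Nr4a1* (chromosome 15, 101254269 to 101274795) was at 113, 2307 and 468 CPM in the TRM libraries, 1.79 ± 1.62 CPM in TCM and 0.846 ± 0.576 CPM in cTEM cells. The same test gave log2 fold changes of 9.08 (1.69, adjusted p = 0.0294) and 10.08 (2.16, adjusted p = 0.0596, or 0.0426 without TCM 10). The call against TCM held in 2 of 8 fits that left out 1 library, those without TRM 0 or TRM 30 (adjusted p up to 0.121 in the others). *Nr4a2* (chromosome 2, 57106830 to 57124003) was at 355 ± 187 CPM in TRM, with 3 counts in the TCM and 2 in the cTEM libraries. The ratio of TRM to TCM was 7966 (95% counting interval 2726 to 38628) and that of TRM to cTEM 3658 (95% counting interval 1013 to 30204), with adjusted p = 0.000432 and 0.00181 by edgeR's test and a call in all 8 fits that left out 1 library. Without TRM 3 the ratios were 5179 and 2378, and without TCM 30 the former was 17860.4. Such intervals and floors cover counting error only. *Nr4a3* (chromosome 4, 48045153 to 48086447) was at 143 ± 81.7 CPM in TRM, 1.36 ± 0.515 CPM in TCM, and 0 and 9.36 CPM in the 2 cTEM libraries. Its log2 fold changes were 6.71 (1.47, adjusted p = 0.0555) and 4.96 (1.63, adjusted p = 0.166) by edgeR's test. Without cTEM 30 the adjusted p was 0.0301 against cTEM, and without either cTEM library the gene passed against TCM (adjusted p = 0.00747 without cTEM 10).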

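*Jun* (GRCm38 chromosome 4, 95049034 to 95052222) was at 118 ± 15.3 CPM in TRM, 5.46 ± 1.76 CPM in TCM and 14.3 ± 10.4 CPM in cTEM cells, with log2 fold changes of 4.44 (standard error 0.66, adjusted p = 0.0134) and 3.05 (0.73, adjusted p = 0.0824) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Junb* (chromosome 8, 84974484 to 84978718) was at 3213 ± 2707 CPM in TRM, 35.0 ± 16.7 CPM in TCM and 53.4 ± 27.7 CPM in cTEM cells, with 6.52 (0.78, adjusted p = 0.00532) and 5.91 (0.91, adjusted p = 0.0190) by the same test. For *Fos* (chromosome 12, 85473890 to 85477273) the levels were 556 ± 169 CPM in TRM, 16.1 ± 10.0 CPM in TCM and 36.7 ± 16.6 CPM in cTEM cells, and the same test gave 5.11 (0.66, adjusted p = 0.00751) and 3.92 (0.74, adjusted p = 0.0424). Against TCM, *Junb* was called in all 8 fits that left out 1 library, *Fos* in 7 (lost without TCM 30, adjusted p = 0.0524) and *Jun* in 5, lost without any 1 TCM library. Against cTEM, *Fos* was called only without TCM 10 and reached 0.159, and *Junb* was lost without cTEM 10 or cTEM 30 (adjusted p up to 0.119). All 8 genes named here were higher in TRM in both comparisons, 6 of them called against TCM and 4 against cTEM. Adjusted over the list alone, 8 and 8 passed, which is not independent evidence because the study chose the list on these samples. The 2 comparisons share the TRM libraries, and 64.6% of unchanged simulated genes had the same sign in both. The paper's regulon activity is a score of a factor's predicted target genes, while the mRNA of the factor itself was read here. The 2 measures can differ. Of 20 transcription factors whose regulons the scRNA-seq assigned to TRM cells, 17 were higher against TCM (*Trp53* by a log2 fold change of only 0.00318) and 18 against cTEM. edgeR called 3 (*Jun*, *Junb* and *Fos*) and 2 (*Junb* and *Fos*) of these, 8 and 5 adjusted over the list alone, and DESeq2 called 7 and 5. *Nr3c1* and *Fli1* were lower in both comparisons and *Irf9* in that with TCM, none of them called. Among the 11 genes labelled on the TRM side of Fig. 3B, all 11 were higher in both comparisons and 8 and 5 were called, or 10 and 10 adjusted over the list alone. These include *Itga1* (chromosome 13, 114953096 to 115101964; log2 fold changes 4.44 and 3.99, adjusted p = 0.00436 and 0.0176 by edgeR's test) and *Xcl1* (2.85 and 3.49, adjusted p = 0.00677 and 0.00840 by the same test). The call of *Itga1* against TCM held in all 8 fits that left out 1 library, and that against cTEM was lost without cTEM 10 or cTEM 30 (up to 0.103). *Xcl1* lost its call against TCM without TCM 10 or TCM 30 (up to 0.0605) and against cTEM without cTEM 10 or cTEM 30 (up to 0.0569). *Bhlhe40* was called against TCM (5.60, adjusted p = 0.0379) in none of the 8 fits that left out 1 library (0.0514 to 0.134), and *Zeb1* (1.47 and 0.87, adjusted p = 0.319 and 0.620) in no comparison. The spleen cells had no warm incubation as the siIEL did, and the median log2 fold change of 14 heat shock genes over TCM was 1.70.

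**Figure D1:**
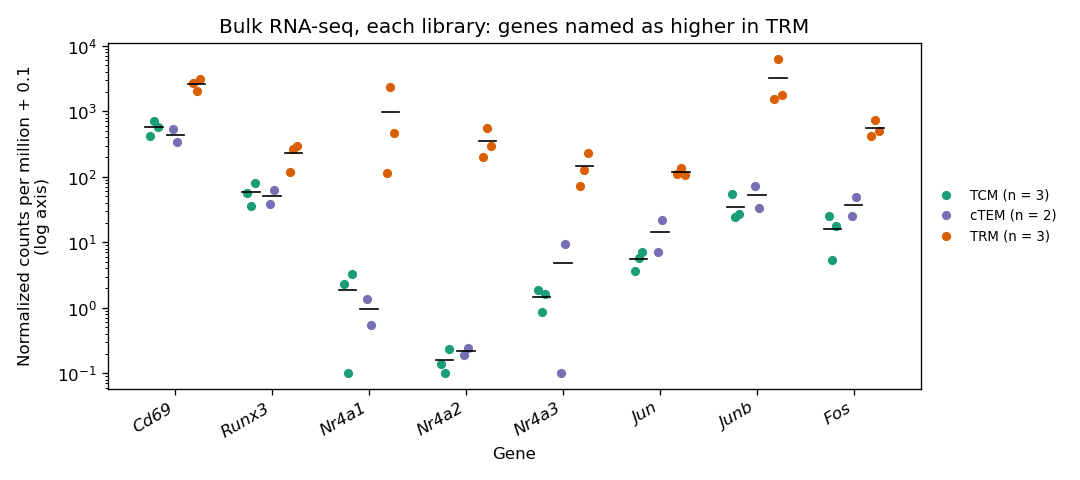
Normalized CPM plus 0.1 on a log axis of *Cd69*, *Runx3*, *Nr4a1*, *Nr4a2*, *Nr4a3*, *Jun*, *Junb* and *Fos* in each library, by population (TCM, n = 3; cTEM, n = 2; TRM, n = 3). Points are libraries and bars are group means; for *Nr4a1* the TRM libraries range from 113 to 2307 CPM.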

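*Cx3cr1* (GRCm38 chromosome 9, 119901616 to 120069879) was at 0.353 ± 0.456 CPM (SD, n = 3) in TRM, 11.2 ± 9.97 CPM (n = 3) in TCM and 27.1 ± 12.8 CPM (n = 2) in cTEM cells, and TCM 10 held 0.258 CPM. Its log2 fold changes were −4.94 against TCM (standard error 1.74, adjusted p = 0.182) and −6.22 against cTEM (1.89, adjusted p = 0.139), not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while DESeq2 gave adjusted p = 0.00800 and 0.00140. Of the genes labelled on the circulating side of Fig. 3B, 9 were read here and all 9 were lower in TRM, with 6 called against TCM and 5 against cTEM. Adjusted over the list alone, 9 and 9 passed, which is not independent evidence since the study chose them on these samples. *Anxa1* (chromosome 19, 20373428 to 20390944) had 0 counts in TRM, at least 2112-fold below TCM and at least 3406-fold below cTEM (adjusted p = 0.000438 and 0.000704 by edgeR's test). *Ccr2* (chromosome 9, 124101950 to 124113557) had log2 fold changes of −8.43 and −8.70 (adjusted p = 0.000709 and 0.000964), and *Klrk1* of −5.08 and −5.05 (adjusted p = 0.00118 and 0.00181). *Bcl11a* (−7.44 and −8.53, adjusted p = 0.00330 and 0.00203) and *Cmah* (−4.45 and −4.80, adjusted p = 0.00391 and 0.00381) were called in both comparisons by that test. *Anxa1*, *Ccr2*, *Klrk1*, *Bcl11a* and *Cmah* were called in all 8 fits that left out 1 library. *Slamf6* was called against TCM (−2.87, adjusted p = 0.0302) and not against cTEM (−2.44, adjusted p = 0.0747). The former was lost without any 1 TCM library, TRM 0 or TRM 30 (up to 0.135). *Slamf9*, with 0 counts in TRM, was at least 67.0-fold and 92.5-fold lower without passing (adjusted p = 0.150 and 0.161), and in cTEM its counts came from cTEM 10. *Bcl2a1a*, one of a family of paralogs between which reads could be split, had 2 counts in TRM, and the ratios of TCM and cTEM to TRM were 77.7 (95% counting interval 21.5 to 641) and 206 (95% counting interval 57.1 to 1704). Both counts were in TRM 3, without which TCM and cTEM were at least 27.2-fold and 72.3-fold higher, and without cTEM 30 the ratio of cTEM to TRM was 333. Its log2 fold change against cTEM was 2.57 without cTEM 10. The spleen libraries also held B cell transcripts, as the 17 genes of a B cell list summed to 33163 to 84719 CPM there and to 1317 to 19639 CPM in TRM libraries.

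**Figure D2:**
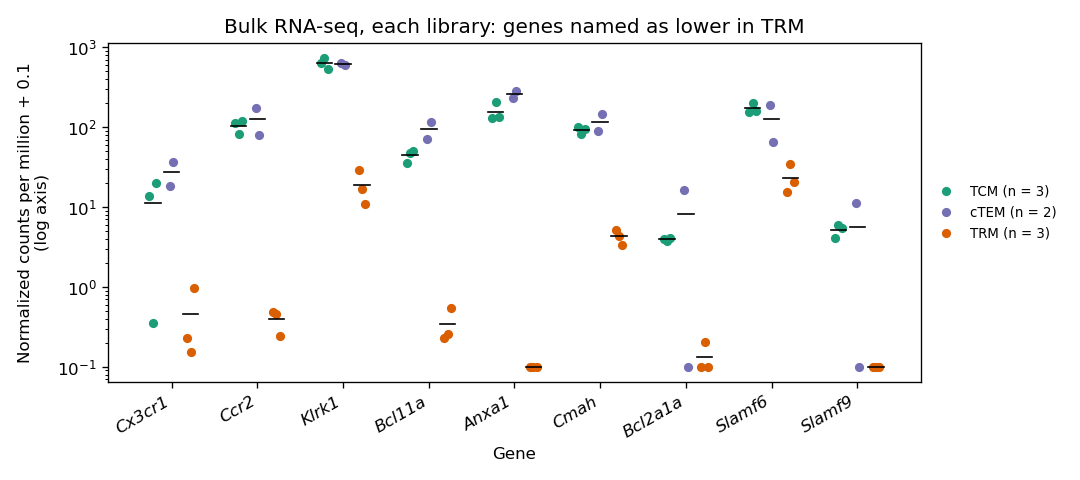
Normalized CPM plus 0.1 on a log axis of *Cx3cr1*, *Ccr2*, *Klrk1*, *Bcl11a*, *Anxa1*, *Cmah*, *Bcl2a1a*, *Slamf6* and *Slamf9* in each library, by population (TCM, n = 3; cTEM, n = 2; TRM, n = 3). Points are libraries and bars are group means; all 3 TRM libraries lie at 0 CPM, drawn at 0.1, for *Anxa1* and *Slamf9*.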

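The KEGG gene sets were not used here, and lists written by hand after the pathways named in Fig. 3C were tested with limma's camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over 20 tests of 10 lists against TCM and cTEM. Of the 18 tests other than those of the MAPK list, 13 passed an adjusted p of 0.05. By the rotation test fry 6 of them did, those of the lists for T cell receptor signaling, immediate early genes and heat shock genes, and none passed with camera's correlation estimated (lowest adjusted p = 0.104). The estrogen signaling list (71 of 113 genes tested) was higher in TRM with a median log2 fold change of 0.75 over TCM and 0.84 over cTEM (camera's adjusted p = 0.00517 and 0.00507). Without TRM 30 the first rose to 0.0749, and without cTEM 10 or TRM 30 the second rose to at most 0.122. Its members with the largest changes over TCM included heat shock and immediate early genes (*Hspa1a*, *Hspa1b* and *Fos*), while those over cTEM did not. The list was not tested without such genes, so it is not separate from those lists. The glycolysis list (37 of 46) had medians of 0.36 and 0.81, the second 0.85 with genes at 0 in a group set to their bound, and adjusted p = 0.155 and 0.0177. Without TRM 0 it passed against TCM (0.0474), and without TRM 3 it did not pass against cTEM (0.223). The 80 ribosomal protein genes were lower in TRM, with medians of −1.17 and −1.22 (adjusted p = 9.61e-20 and 8.74e-22). The 80 oxidative phosphorylation genes were also lower, with medians of −0.77 and −1.08 (adjusted p = 5.61e-09 and 1.57e-13), and lists matched on length and expression had a median of −0.75 against TCM.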

With the identified DEGs, we performed Gene Set Enrichment Analysis (GSEA) to further understand the pathways enriched in TRM cells (Figure 3C). Compared with TCM and cTEM, TRM cells upregulated the MAPK signaling pathway (Figure 3C). 

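Of the 251 genes of a list written after the KEGG MAPK signaling pathway, 186 were tested, and 115 of these were higher in TRM than in TCM and 128 higher than in cTEM. The median log2 fold change was 0.52 and 0.78, the second 0.80 with genes at 0 in a group set to their bound. camera gave an adjusted p of 0.0230 against TCM and 0.0127 against cTEM, and fry 0.125 and 0.0687. With the correlation estimated, which raised the adjusted p of the whole list most, camera gave 0.237 and 0.181, and fgsea gave 8.97e-07 and 4.22e-06. In single genes, 9 members were called higher against TCM and 3 against cTEM by edgeR's quasi-likelihood test, and 6 and 1 of these were immediate early or heat shock genes. The 11 members of those kinds, among them *Fos*, *Jun* and *Nr4a1*, had a median of 5.11 over TCM and 3.92 over cTEM. The other 175 members had medians of 0.36 and 0.71, the second 0.72 with genes at their bound, and an adjusted p of 0.164 and 0.0677. For the whole list of 186 tested genes, camera's adjusted p was 0.0996 and 0.0632 without TRM 30, and 0.152 against cTEM without cTEM 10. The Reactome sets for the RAF/MAP kinase cascade and for MAPK targets gave 0.354 and 0.354 against TCM and 0.354 and 0.149 against cTEM.

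**Figure D3:**
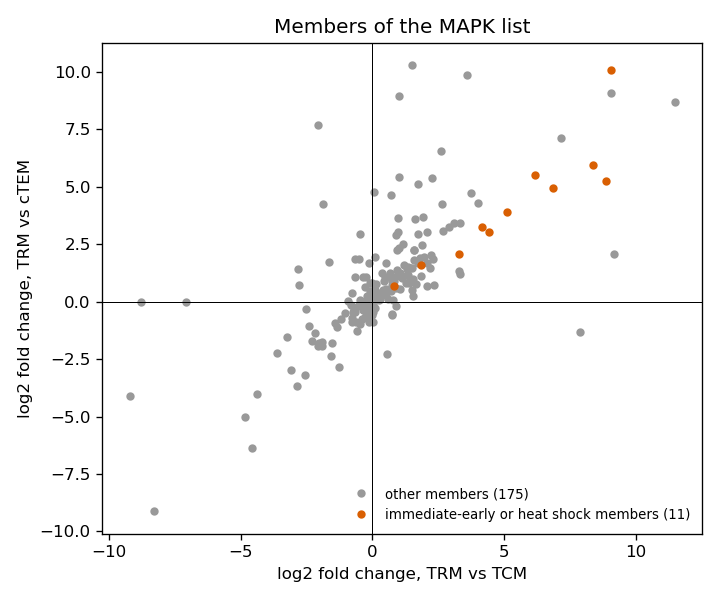
Fitted log2 fold change of each tested MAPK list member in TRM over TCM (x axis) and over cTEM (y axis). Orange points are the 11 immediate early or heat shock members and grey points the 175 other members; fitted values of genes at 0 in a group depend on the prior count. The 2 axes share the TRM libraries.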

The enrichment of MAPK signaling pathways and upregulation of AP-1 family members (Figure 2B) might indicate a more activated status of TRM cells [39] possibly due to the stimuli from the tissue environment. 

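The immediate early list, which holds the AP-1 genes of the *Fos* and *Jun* families with *Egr*, *Ier*, *Nr4a* and *Dusp* genes, had 21 of 23 genes tested. Of these, 20 were higher in TRM than in TCM and 19 higher than in cTEM, with median log2 fold changes of 4.18 and 3.51. camera's adjusted p was 2.82e-15 and 8.39e-11, and edgeR's quasi-likelihood test called 10 and 6 of the genes higher. The heat shock list (14 of 15 genes tested) gave 1.24e-07 and 7.06e-05 by camera, with a median of 1.58 over cTEM. From the MAPK enrichment and the higher AP-1 genes, the paper proposes that TRM cells might be in a more activated state, possibly through stimuli in the tissue.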

Estrogen receptor α was reported to promote T-cell activation, proliferation, and cytokine production [40]. 

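A list of 48 genes of fatty acid oxidation and uptake had 40 genes tested, of which 21 were higher in TRM than in TCM and 20 higher than in cTEM. Its median log2 fold change was 0.18 over TCM and 0.03 over cTEM, with camera's adjusted p of 0.318 and 0.682. The set changed direction against cTEM without cTEM 30 or TRM 3 (adjusted p = 0.887 without TRM 3). A list for linoleic and arachidonic acid metabolism (24 of 80 genes tested) had medians of 1.32 and 0.28 and adjusted p = 0.155 and 0.376. *Fabp1* (GRCm38 chromosome 6, 71199827 to 71205023), which encodes a fatty acid binding protein, had 0 counts in the 5 spleen libraries and 40.2, 12.5 and 9.58 CPM in the TRM libraries. It was at least 328-fold higher than in TCM and at least 100.5-fold higher than in cTEM (adjusted p = 0.0543 and 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fabp2* (chromosome 3, 122895072 to 122899506) was likewise at 0 in spleen, with 33.5, 13.2 and 9.36 CPM in TRM libraries and adjusted p = 0.0558 and 0.116 by the same test. DESeq2 called both genes in both comparisons, with adjusted p = 8.31e-09 and 3.02e-05 for *Fabp1* and 3.95e-09 and 2.17e-05 for *Fabp2*. Against TCM edgeR called *Fabp1* without cTEM 10 or cTEM 30 (adjusted p = 0.0496 and 0.0484) and *Fabp2* without cTEM 30 (0.0486). In TRM 0, 24 of 42 other enterocyte and goblet cell genes had 3 or more counts while under 3 in every spleen library, against 10 in TRM 3 and 11 in TRM 30. *Cd36* (chromosome 5, 17781690 to 17888801), a fatty acid receptor, was lower in TRM (2 counts over the group), with ratios of TCM and cTEM to TRM of 827 (95% counting interval 229 to 6833) and 1724 (95% counting interval 477 to 14238) and adjusted p = 0.0134 and 0.0156 by that test. Without TCM 10 or TCM 30 the former rose to at most 0.0637, and without cTEM 10 the latter rose to 0.0738. The ratio of TCM to TRM fell to 516 without TCM 10 and 435 without TRM 3, and that of cTEM to TRM fell to 552 without cTEM 10 and 906 without TRM 3. Both TRM counts of *Cd36* were in TRM 30, without which TCM and cTEM were at least 366-fold and 762-fold higher. The spleen libraries held more RNA of other cells, with a myeloid list at 1228 to 1694 CPM against 219 to 386 CPM in TRM. A B cell list was at 33163 to 84719 CPM against 1317 to 19639 CPM. Whether *Cd36* came from such cells was not tested.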

TRM cells were also found to be more active in fatty acid metabolism (Figure 3C), which has previously been reported to support their long-term survival and function [41,42].

Consistent with a recent study showing the CD62L^−^ CD8 subset can be further divided into LLE and TEM cells [3]. We identified three circulating memory subsets in our scRNA-seq experiment (Figure 1B). To compare TRM cells with the newly identified TEM and LLE cells, we utilized published bulk RNA-seq data of TEM (CD44^+^ CD62L^−^ KLRG1^−^ CD27^+^) and LLE (CD44^+^ CD62L^−^ KLRG1^+^ CD27^+^) cells from spleen (GSE152841) [3]. Differential expression analysis of our TRM cells versus the TEM or LLE cells revealed DEGs relatively upregulated or downregulated in TRM cells. Due to the similar transcriptomic profiles of TEM and LLE cells [3], the DEGs relative to TEM and LLE largely overlap with each other (Supplementary Figure S2A). For example, TRM cells expressed higher levels of genes related to tissue residency (*Cd69* and *Itgae*), cytotoxicity (*Gzmb* and *Gzmk*), lipid uptake and intracellular transport (*Fabp1* and *Fabp2*), and TCR signaling (*Zap70* and *Nr4a* TFs) (Supplementary Figure S2B). Furthermore, compared to TEM and LLE subsets, TRM cells downregulated genes related to migration, like *Cx3cr1*, *S1pr1*, and *S1pr5* (Supplementary Figure S2B). However, the bulk RNA-seq data of TEM and LLE cells were generated from splenic memory CD8 T-cell subsets 90 days post-LCMV-Arm infection [3] while we used TRM cells from day 30 post-infection. The phenotype of TRM cells might change over time [20].

### 3.4. Core Regulatory Programs That Determine Heterogeneous TRM Populations in siIELs

Recent studies have revealed heterogeneity within the TRM cell population [19,20]. This work has shown that there are two major subsets of TRM CD8^+^ T cells in response to LCMV-ARM infection in mice: effector-like Id3^lo^ Blimp1^hi^ TRM cells and memory-like Id3^hi^ Blimp1^lo^ TRM cells [19]. Here, we have also observed that TRM cells appear to form two clusters rather than a unified one based on their regulon activities (Figure 2A), indicating that distinct gene regulatory networks control the differentiation and function of TRM subsets. To correlate our findings with previously reported TRM subsets, we used scRNA-seq integration to identify cross-dataset populations that have a similar biological state by combining our data with previously published data (GSE131847) [19,20] (Supplementary Figure S3A). Consistent with previous findings [19,20], we identified two major TRM clusters in our dataset (Cluster 0 and 1) (Supplementary Figure S3A). Cluster 0 cells were similar to effector-like TRM cells, exhibiting higher expression of transcription factors including *Bhlhe40*, *Nr4a1*, *Nr4a2*, *Nr4a3*, *Rora*, *Klf2*, and *Klf3*. Conversely, Cluster 1 was similar to memory-like TRM cells, exhibiting high expression of *Id2*, *Id3*, *Jun*, *Fos*, *Cd160*, *Lag3*, and *Cxcr6* (Supplementary Figure S3B). Cluster 2 had a high level of mitochondrial gene expression, which may represent apoptotic cells (Supplementary Figure S3C,D). Cluster 3 had high expression of *S1pr1* and *Klf2*, but low expression of *Itgae* (encodes CD103) (Supplementary Figure S3C,D), indicating that Cluster 3 is likely composed of a small number of circulating memory cells contaminating the data.

Having validated that our TRM populations match those previously reported, we sought to investigate the core regulatory programs that determine the molecular and functional heterogeneity of the two TRM subsets. To do so, we performed SCENIC analysis on GP33^+^ CD44^+^ CD8^+^ T cells from siIELs 30 days post-LCMV-ARM infection. Unsupervised clustering based on regulon activities resulted in two major cell clusters, which were highly correlated with their gene expression profiles (Figure 4A,B). Cluster 1 had high activity of regulons such as *Yy1*, *Maz*, *Supt20*, *Elf2*, *Elf4*, and *Ubtf* (Figure 4C,D). Based on predictions of target genes of each TF from SCENIC analysis, we found that *Elf2* and *Elf4* might promote expression of inhibitory receptors (*Cd160*, *Pdcd1*, and *Havcr2* (encodes Tim3)), other TFs (*Fli1*, *Id2*, and *Id3*), *Cxcr3*, and *Cish* in Cluster 1 (Figure 4E). Cish is a member of the suppressor of cytokine signaling (SOCS) family, which has been shown to silence TCR signaling and suppress T-cell expansion, effector function, and cytokine polyfunctionality in CD8^+^ T cells [43]. Fli1 has been reported to function as a repressor of effector-cell differentiation during acute and chronic infection [38]. Therefore, *Elf2* and *Elf4* might be key TFs that regulate the quiescence of the memory-like TRM subset. Cluster 0 had high regulon activities of AP-1 TF family members, including *Jun*, *Junb*, *Jund*, *Fosb*, *Fosl2*, and *Fos* (Figure 4C,D). These were predicted by SCENIC to promote the expression of effector genes, such as *Tnf*, *Ifng*, and *Ccl4* in the effector-like TRM subset (Figure 4F). Furthermore, the activities of *Rel* and *Nfkb2*, which belong to the NF-κB signaling pathway, were found to be enriched in Cluster 0 (Figure 4C,D). We also found that *Elk4*, *Etv3*, *Crem*, *Maff*, *Atf4*, *Bhlhe40*, *Mxd1*, *Klf6*, and *Tgif1* were enriched in Cluster 0 (Figure 4C,D). By further checking the putative targets of these TFs, we found that *Etv3* might regulate effector function by promoting *Gzma* and *Prdm1* expression (Figure 4F). *Crem* has been reported to drive an inflammatory phenotype of T cells in patients with arthritis [44]. However, its role in regulating TRM heterogeneity is not clear. Together, these results revealed the gene regulatory networks that controlled the heterogeneity of TRM within the siIEL CD8^+^ T-cell pool.

## 4. Discussions

Functional heterogeneity within the memory CD8^+^ T-cell pool is critical for protection against various pathogens. Therefore, it is important to elucidate the key transcriptional regulators that control the differentiation and function of memory subsets. Our scRNA-seq and bulk RNA-seq analyses identified a number of known and unknown regulators. For example, our data suggested that *Tcf7* and *Lef1* regulated TCM formation; *Klf2*, *Klf3*, and *Nfatc3* may be critical for TEM and LLE subsets; and AP-1 TF family members and Nr4a TF family members may be required for TRM formation. Recent studies have begun to elucidate heterogeneity within the TRM cell pool. Our results identified several putative regulators, such as *Elf2* and *Junb*, that may control the formation of memory-like TRM and effector-like TRM, respectively. TRM cells from different tissues are known to exhibit similar features, and a core transcriptional profile of TRM cells has been identified: upregulation of tissue residency genes, inhibitory receptors, and TCR signaling molecules, and downregulation of genes controlling recirculation [45]. However, it has also been known that TRM cells are tissue-specific and may be regulated by distinct signals from different tissue microenvironments [33,46]. Here, we have studied the regulons of TRM cells from the small intestine, further studies are needed to identify the core regulators of TRM cells from other tissues.

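*Zap70* (GRCm38 chromosome 1, 36761798 to 36782818), a kinase of the T cell receptor, was at 290.0 ± 93.4 CPM (SD, n = 3) in TRM, 43.2 ± 4.71 CPM (n = 3) in TCM and 38.9 ± 12.7 CPM (n = 2) in cTEM cells of the bulk RNA-seq. Its log2 fold change was 2.75 over TCM (standard error 0.43, adjusted p = 0.0172) and 2.90 over cTEM (standard error 0.51, adjusted p = 0.0317) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out any 1 TCM library lost the call against TCM (adjusted p up to 0.1002), and against cTEM it held in 2 of 8 such fits (up to 0.119). Together with *Nr4a1*, *Nr4a2* and *Nr4a3*, 4 of 4 genes were higher in TRM in both comparisons, 3 called against TCM and 2 against cTEM, and 4 and 4 adjusted over the list alone, which the study chose on these samples. A list for T cell receptor signaling written after the KEGG pathway had 90 of 98 genes tested, with median log2 fold changes of 0.66 and 0.65. camera gave an adjusted p of 0.000294 in both comparisons, at most 0.00671 and 0.00738 with 1 library left out, and 5 and 2 members were called higher by edgeR's test. The list shares immediate early genes such as *Fos* and *Jun*, both among its largest changes over TCM, and was not tested without them. The Reactome set of T cell receptor signaling (50 genes) gave 0.149 in both.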

Consistent with previous findings [20], we observed increased levels of transcripts associated with TCR signaling in TRM cells when compared with TCM and TEM cells, such as *Nr4a* TF family members and *Zap70*. These results suggested that TRM cells are experiencing TCR stimulation. The MAPK cascade is a critical mediator of T-cell receptor signals and has been shown to regulate the activation, effector function, and survival of CD8^+^ T cells [47,48,49]. Thus, the upregulation of MAPK signaling in TRM cells compared to TCM and TEM cells may correlate with the TCR sensitivity in TRM cells. Furthermore, AMPK is a critical regulator of lipid metabolism [50] and can maintain ATP levels in low glucose environments [51]. Given the importance of fatty acid metabolism to TRM cells, AMPK might regulate the metabolic fitness of TRM cells for them to survive in glucose-restricted but lipid-rich tissue environments.

Although phenotypic heterogeneity within the circulating memory CD8^+^ T-cell pool is well-characterized, the detailed gene regulatory networks among these subpopulations are not yet fully understood, especially for the newly identified LLE subset. CX_3_CR1 is a chemokine receptor for vascular endothelium-homing [29]. LLEs expressed the highest amount of CX_3_CR1, which may restrict them to circulation in the blood [52]. *Klrg1* and *Zeb2* are both related to terminally differentiated effector CD8^+^ T cells [7,30]. We found that *Tbx21*, *Elf4*, and *Nfatc3* are the major regulators of genes related to the migration patterns and terminally differentiated features of LLE cells. Furthermore, we found that TFs including *Etv3*, *Elk3*, and *Elf4* might regulate *Gzma* and *Gzmb* expression to promote the cytotoxicity of LLE cells. Short-lived effector T cells die by apoptosis after viral clearance, while LLE cells are a long-lived effector subset with low proliferative ability [3]. Therefore, further studies are needed to reveal the anti-apoptosis and cell survival regulators of LLE cells.

Gerlach et al. identified another subpopulation of circulating memory cells termed TPM, which is characterized by an intermediate level of CX_3_CR1 and is able to patrol between blood and peripheral tissues [2]. Here, this CX_3_CR1^int^ TPM is more equivalent to TEM in our scRNA-seq dataset. Our TEM subset exhibits intermediate levels of *Cx3cr1* and *Klrg1*. Furthermore, this TEM population expresses *Cxcr3*, which is known to guide T cells toward infected tissues [53], and *S1pr1*, which is known to promote T cell egress from SLOs and nonlymphoid tissues [27]. Therefore, the expression of *Cxcr3*, *S1pr1*, and intermediate level of *Cx3cr1* may be required for TEM cells to enter tissues and egress from the tissues back to the blood.

Recent studies have identified two major subsets of TRM CD8^+^ T cells during acute viral and bacterial infections, including effector-like Id3^lo^ Blimp1^hi^ TRM cells that are dominant in the early phase of infection and memory-like Id3^hi^B limp1^lo^ TRM cells that are prominent in the later phase of infections [19,20]. We also found two major TRM subsets in our dataset. Unfortunately, we did not have a good recovery of the *Prdm1* (encodes Blimp1) and *Id3* transcripts in our scRNA-seq data, and the expression levels of these two genes were comparable between these two major TRM populations (Supplementary Figure S3E). To validate the identity of our two TRM clusters, we integrated our scRNA-seq data with previously reported TRM subsets [19,20]. Unsupervised clustering showed overlap of our subsets with previously identified ones, indicating that our TRM Clusters 0 and 1 exhibited similar overall transcriptional profiles with effector-like Id3^lo^ Blimp1^hi^ TRM cells and memory-like Id3^hi^ Blimp1^lo^ TRM cells, respectively.

Our analyses also provide new insights regarding the distinct gene regulatory networks for the two TRM subsets. For example, *Elf2* and *Elf4* might regulate the quiescence of the memory-like TRM subset by promoting the expression of repressors for effector-cell differentiation, such as *Fli1* and *Cish*. On the other hand, the AP-1 TF family members may promote the expression of effector genes, such as *Tnf*, *Ifng*, and *Ccl4* in the effector-like TRM subset. Furthermore, we found that the effector-like TRM subset exhibited higher expression of NR4A TFs, suggesting that these cells undergo enhanced TCR signaling.

Overall, our work has generated a single-cell transcriptomic dataset of endogenous memory GP33^+^ CD8^+^ T cells from circulation and siIEL in response to acute LCMV infection. Our study identified a set of key regulators and core gene regulatory networks that program the migration patterns and functions of different circulating memory and TRM subsets. Our study not only demonstrates a systematic comparison of TRM cells to circulating memory T-cell populations but also may serve as a useful resource for studying the pathways that regulate the heterogeneity of TRM cells.

## Figures and Tables

**Figure 1:**
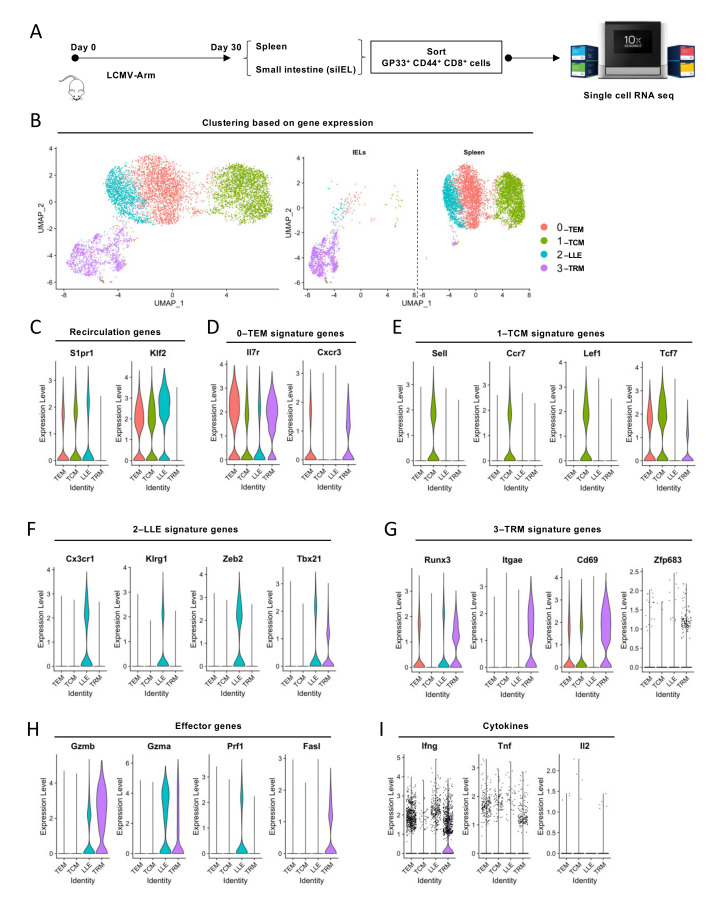
Single-cell transcriptomics probes heterogeneity within memory CD8^+^ T-cell populations: (**A**) Schematic of experimental set-up. Mice were infected with 2 × 10^5^ PFU/mouse LCMV Armstrong. On day 30 post-infection, GP33^+^CD44^+^CD8^+^ cells were FACS-sorted from spleen and siIEL. scRNA-seq libraries were generated using the 10× Genomics platform. (**B**) Unsupervised clustering based on gene expression identified four major populations when visualized by UMAP. Left, combined scRNA-seq datasets from spleen and siIEL. Right, cells from different tissues. (**C**–**I**) Violin plots showing the expression of signature genes of different memory subsets and genes related to migration, effector function, and cytokines, as well as signature genes of the three major memory T-cell subsets.

**Figure 2:**
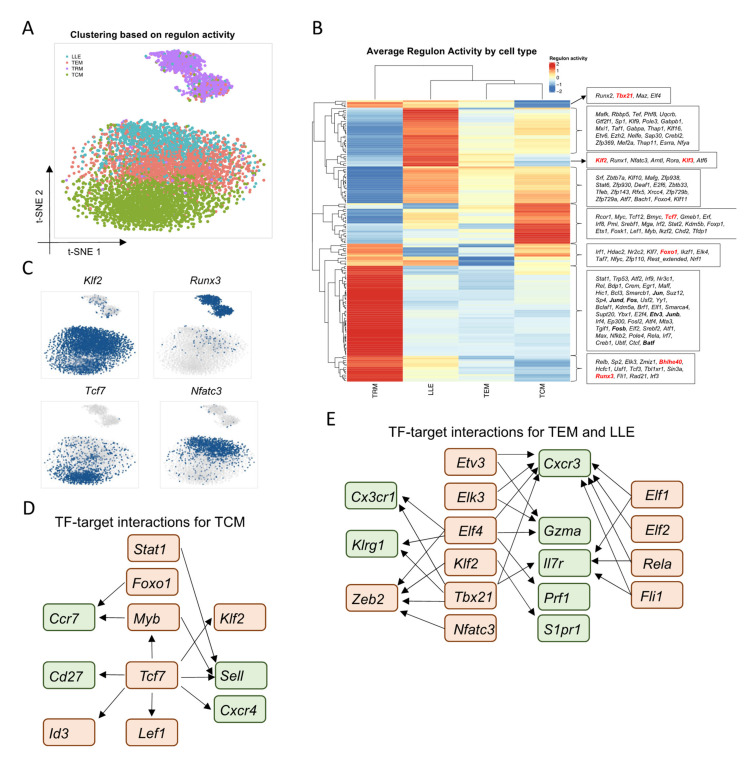
Single-cell network inference reveals candidate regulators of memory CD8^+^ T-cell populations: (**A**) Unsupervised clustering based on regulon activity separated cells into four major populations when visualized by t-SNE. Colors denote the CD8^+^ T-cell subsets identified by gene expression profiles in Figure 1. (**B**) Heatmap showing the average regulon activity in each cell population. Scale bar denotes SCENIC AUC score. (**C**) t-SNE projections showing binary regulon activity of example regulons for different memory subsets. (**D**,**E**) Gene regulatory networks showing TF-target interactions for TEM, LLE, and TCM. Key TFs are highlighted in red, putative regulated genes are highlighted in green.

**Figure 3:**
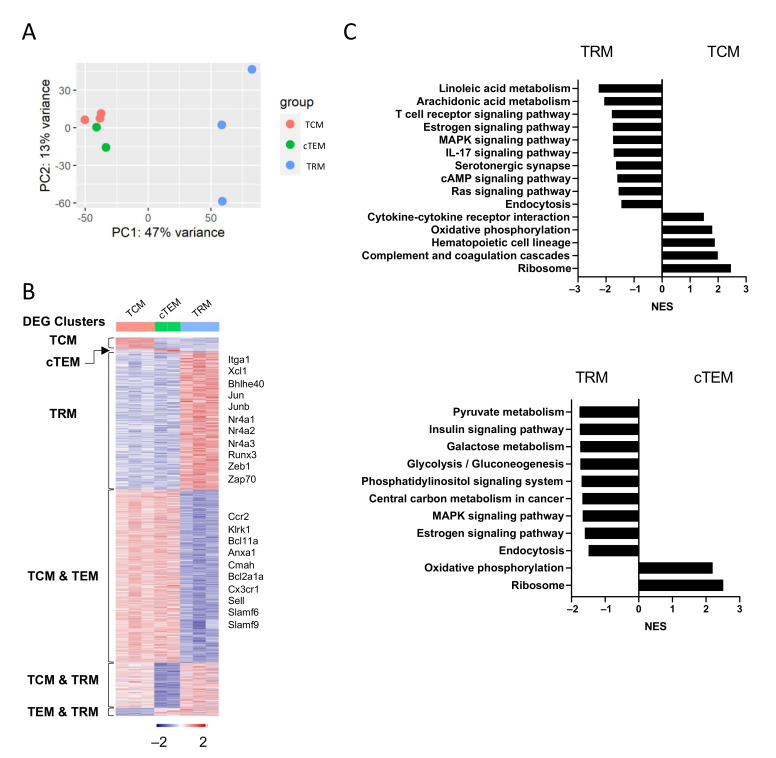
Bulk RNA-seq reveals the unique transcriptional profiles of TRM compared with TEM and TCM: (**A**) Principal component analysis (PCA) plot showing the top two principal components distinguishing the transcriptional profiles of three populations. (**B**) Heatmap showing the significantly (*p*.adjust < 0.05) differently expressed genes in each population. (**C**) Gene set enrichment analysis (GSEA) using the KEGG database revealed pathways up or downregulated (adjusted *p*-value < 0.05) in TRM compared with TCM or TEM.

**Figure 4:**
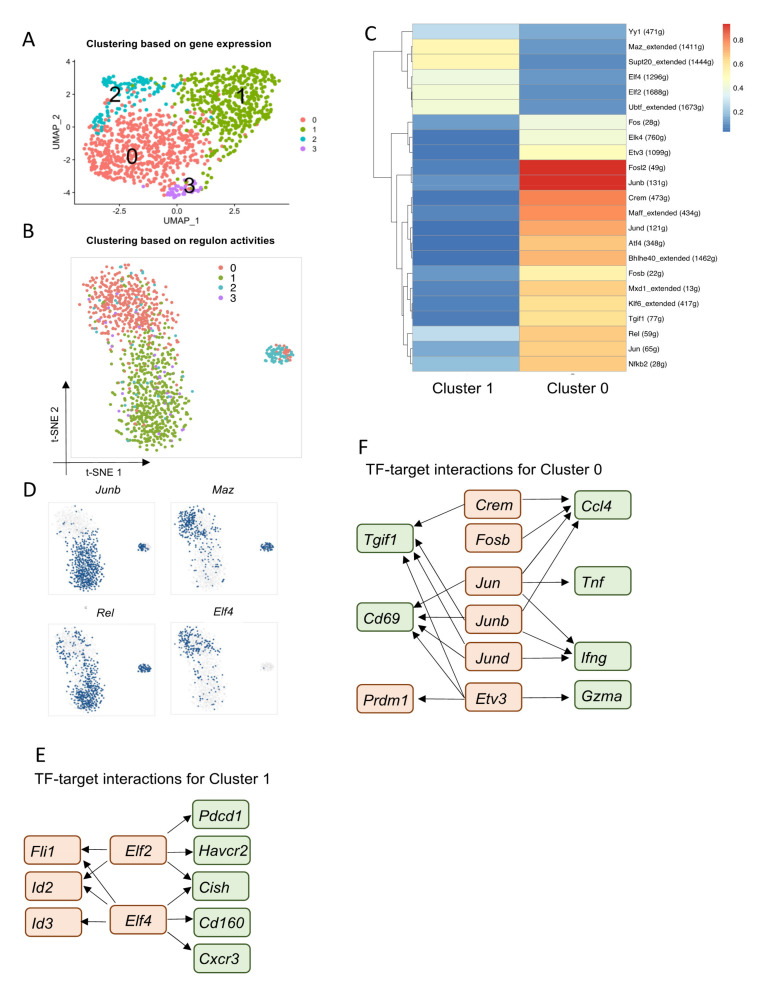
Core regulatory programs that determine heterogeneous TRM populations in siIELs: (**A**) Unsupervised clustering of TRM cells based on gene expression identified four major populations when visualized by UMAP. scRNA-seq data were generated from siIEL GP33^+^ CD44^+^ CD8^+^ cells, 30 days post-LCMV Armstrong infection. (**B**) Unsupervised clustering based on regulon activity separated cells into three major populations when visualized by tSNE. Colors denote the CD8^+^ T-cell subsets identified by gene expression profiles. (**C**) Heatmap showing the average regulon activity in Clusters 0 and 1. Scale bar denotes SCENIC AUC score. Numbers in parentheses denote the number of co-expressed and direct target genes of each transcription factor. (**D**) t-SNE projections showing binary regulon activity of example regulons for TRM subsets. (**E**,**F**) Gene regulatory networks showing TF-target interactions for Cluster 1 and Cluster 0. Key TFs are highlighted in red, putative regulated genes are highlighted in green.

## Data Availability

The bulk RNA-seq and scRNA-seq data presented in this study are available in the GEO database with the accession code GSE181785.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10082143/s1, Figure S1: Sorting strategy for scRNA-seq, Figure S2: Differential analysis of gene expression profiles of TRM versus LLE and TEM, Figure S3: Single-cell transcriptomics identified heterogeneity of TRM from siIELs.

How the deposited data were processed for this re-analysis (not part of the article)

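GP33+CD44+CD8+ T cells were sorted at day 30 after infection with LCMV-Armstrong, 1000 cells per library, and sequenced as bulk RNA. The libraries were 3 of TCM and 2 of cTEM cells from spleen and 3 of TRM cells from siIEL, with population and replicate number taken from the sample labels. All 8 were used, and the scRNA-seq, the regulon analysis and the published TEM and LLE data were not analysed here. The authors quantified reads with Salmon and deposited estimated counts per gene, rounded to whole numbers, without scaling for depth. The design had assumed counts, and the rounded estimated counts were tested in the same way.

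The table held 19438 genes by symbol. Gene positions (GRCm38, GENCODE vM21) were joined by symbol for 18883 genes and transcript lengths for 18909, which covered 98.1% of the tested genes. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and Python 3.11.15 with matplotlib 3.10.9 for plots. CPM were computed from TMM-scaled library sizes. Genes were kept by edgeR's filter on low counts with default settings (12710 genes), and edgeR's quasi-likelihood test was fitted to all libraries with 1 mean per population and no covariate. Adjusted p-values are Benjamini-Hochberg values over the tested genes of a comparison, and calls needed an adjusted p under 0.05 and an absolute log2 fold change over 0.5. PCA and distances used log2 CPM with a prior count of 2. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over 10 lists and both TRM comparisons.

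For a gene without counts in a group, the fold was bounded with a floor of 3 counts over the group, and for 1 to 3 counts the ratio is given with its exact 95% counting interval. Totals ran from 6398213 counts in TRM 0 to 24386774 in TCM 1. Alternatives were DESeq2 size factors in edgeR (RLE), no filter on low counts, a mean of at least 10 CPM, DESeq2's Wald test, only the 2 groups compared, the adjusted p alone, counts thinned to the smallest total, the replicate number as a block, and each library left out in turn. PCA was repeated with the 500 genes of largest variance, the variance stabilizing transformation and rlog, and list tests with fry, fgsea, an estimated correlation and Reactome sets. Random steps used the seed 1.

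Apart from what follows, these tests, alternatives, gene lists and the rule for named genes were set before the data were examined, with the paper's figures already seen. Chosen after values were seen were details of the symbol patterns that define the ribosomal and oxidative phosphorylation lists, the number of nearest genes in lists matched on length and expression, and the level of 10 CPM in the tests for RNA of other cells. So were the patterns from DESeq2 calls, the tests without immunoglobulin and B cell list genes, the estimated correlation for lists other than MAPK, and the inclusion of *Itgae*, *Gzmb*, *Gzmk*, *Fabp1*, *Fabp2*, *S1pr1*, *S1pr5*, *Cd36*, *Irf9*, *Nr3c1*, *Fli1* and *Trdc* among the genes recomputed under the alternatives. The rule named each gene that the paper names for the bulk RNA-seq and, in each comparison and direction, the 3 called genes with the largest fitted change and no overlap between groups. It also allowed up to 5 members of a list with the largest changes, members against the direction of their list, and any member of a list taken from the paper. The lists from the paper were the genes named in the text and labelled in Fig. 3B, the discussion's genes of T cell receptor signaling, the TRM regulons, the genes of the scRNA-seq subsets, and the genes compared with TEM and LLE cells. Of the genes of these and the marker lists, 2 are not reported here. Marker lists of enterocytes, goblet, Paneth and stem cells, B cells, myeloid cells, erythroid cells and platelets, gamma-delta and natural intraepithelial T cells, and T cells were read for RNA of other cells. KEGG sets were replaced by lists written by hand. *Itgae* was named for the CD103 gate, and *Ms4a1*, *Igkc*, the hemoglobin genes, *Alas2*, *Slc4a1*, *Trgc1*, *Trdc*, *Apoa1* and *Krt8* were singled out after their values were seen.

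The procedure was tested on simulated data drawn from the means and sizes of these libraries, with 200 genes changed. edgeR recovered 50.0% of the changed genes in TRM against TCM (104 calls, 4 of them false) and 38.5% in TRM against cTEM (79 calls, 2 false), with 12225 genes tested. It recovered 9.23% and 3.08% of genes with a simulated absolute log2 fold change of 2, and 85.5% and 67.7% of those at 6. camera passed 2 of 2 tests of a shifted list and 0 of 40 tests of unshifted lists.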

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

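Of the tests in this part, those of B cell, hemoglobin, *Trdc* and TRM 0 epithelial RNA were chosen after the result was seen. That of enterocyte RNA in all TRM libraries was chosen before, but its level of 10 CPM was set after values were seen.

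The paper does not report on B cell transcripts, which the spleen libraries held. The B cell list reached 84719 CPM in TCM 10, its highest spleen library, and at least 33163 CPM in every other. It made up 2.88% to 6.95% of counts there and 0.171% to 2.12% in TRM libraries, and 82 to 145 immunoglobulin V genes had at least 3 counts in a spleen library against 9 to 32 in a TRM library. The share of all immunoglobulin genes separated the tissues less, at 2.31% (cTEM 30) to 5.59% (TCM 10) of counts in spleen libraries. It was 2.25% in TRM 0 and 2.45% in TRM 30, near that of cTEM 30, and 0.0756% in TRM 3. *Ms4a1* was at 600.2 ± 43.0 CPM in TCM (SD, n = 3), 578 ± 215 CPM in cTEM (n = 2) and 20.2 ± 4.66 CPM in TRM (n = 3), and *Igkc* at 7454, 26.8 and 11783 CPM in the TRM libraries. RNA from B cells is a candidate source: 16 of the 17 list genes were at 10 CPM or more in all 5 spleen libraries. Among the 83 genes lower in TRM than in both populations, 25 were immunoglobulin or B cell list genes (30.1% against 1.33% of tested genes, p = 1.12e-27 by Fisher's exact test, in which genes are not independent). The list holds 17 genes, so 25 is a minimum: the other 58 include genes of B cells outside the list, such as *Bcl11a* of Fig. 3B, and are not a count of genes free of B cell RNA. Whether such RNA came from sorted B cells or from free RNA was not tested. The tissue differs between the groups as well. The 82 to 145 V genes per spleen library and the 16 list genes, as a set, argue against transcription by the T cells themselves. For single genes outside this set, such as *Bcl11a*, such transcription stays open.

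Hemoglobin transcripts, outside the genes that the paper discusses, reached 0.784% of counts in cTEM 10, with 0.403% in cTEM 30 and 0.169% in TCM 1. *Hba-a2* was at 5629, 2785 and 1048 CPM and *Hbb-bs* at 1941, 1037 and 341 CPM in these libraries. RNA from red blood cells stays open as a source. Of *Alas2* and *Slc4a1*, red cell genes of the list, 1 (*Alas2*) had 3 or more counts in each of these 3 libraries and under 3 in every other, at 6, 6 and 23 counts, which are too few to decide. *Slc4a1* had counts in cTEM 10 alone. No biological explanation was tested, as libraries of 1 population differed.

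*Trgc4*, a gamma chain constant gene that the paper does not discuss, was at 395 CPM in TRM and 0 in cTEM cells, and *Trgc1* and *Trgc2* were also called higher in TRM than in TCM. RNA from gamma-delta T cells might account for this, but the log2 fold change of *Trdc* in TRM over TCM was −0.87 (adjusted p = 0.283 by edgeR's test). That decides little, since *Trdc* was at 749.7 ± 141 CPM in TCM (SD, n = 3) and 659 ± 403 CPM in cTEM (n = 2), a level that would hide a small share of such cells. Near-identical copies of *Trgc* genes and transcription of them by alpha-beta T cells of the intestine stay open.

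*Apoa1*, an enterocyte gene outside those that the paper discusses, was at 47.1 CPM in TRM 0 and at 0 in the spleen libraries. In TRM 0, 24 of 42 enterocyte and goblet cell genes other than *Fabp1* and *Fabp2* had 3 or more counts while under 3 in every spleen library, against 10 in TRM 3 and 11 in TRM 30. RNA from enterocytes in TRM 0 is therefore a candidate source of *Fabp1* and *Fabp2* in that library. For all TRM libraries the question stays open: of *Apoa1*, *Apoa4*, *Alpi*, *Epcam* and *Krt8*, 0 were at 10 CPM or more in every TRM library, while *Krt8* was at 1.04, 2.60 and 43.4 CPM in them. Transcription of *Fabp1* and *Fabp2* by TRM cells of the intestine was not tested apart from this.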

How the results depend on the processing

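Of the alternatives in this part, the patterns from DESeq2 calls, the counts without immunoglobulin and B cell list genes, and camera's estimated correlation for lists other than MAPK were chosen after the results were seen. So was the inclusion of *Itgae*, *Gzmb*, *Gzmk*, *Fabp1*, *Fabp2*, *S1pr1*, *S1pr5*, *Cd36*, *Irf9*, *Nr3c1*, *Fli1* and *Trdc* among the recomputed genes.

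TRM against TCM gave 224 calls and TRM against cTEM 136. RLE scaling gave 232 and 148, the adjusted p alone 224 and 136, thinned counts 282 and 197, and the tests without immunoglobulin and B cell list genes, which keep B cell genes outside the list, 182 and 103. DESeq2 gave 1702 and 1805, and 201 in TCM against cTEM. No filter on low counts gave 300 and 227, with 1 in TCM against cTEM, and the mean CPM of at least 10 gave 312 and 234. With only the 2 groups compared the counts were 380 and 34. With 1 library left out they ran from 36 (without TCM 10) to 248 and from 38 (without cTEM 10) to 149. The other libraries that moved a count by over 1.5 times were TCM 1 (76 and 78), TCM 10 (68 against cTEM), TCM 30 (42 and 58) and cTEM 30 (55 against cTEM). Fewer genes or fewer libraries enter some of these fits by construction; otherwise the cause was not tested. Where a population was left with 1 library, that library is assumed to vary like the others. Apart from the 1 gene with no filter, edgeR called 0 genes in TCM against cTEM under each of these alternatives, with 519 genes at an unadjusted p under 0.05 in the test as designed (5% of the tested genes is 636).

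The mRNA of the 20 regulon transcription factors gave 3 calls against TCM and 2 against cTEM, by DESeq2 7 and 5, and 1 to 3 and 0 to 2 with 1 library left out. Assigned by the nearest mean, the patterns held 97 (TRM above both), 2 (TCM above both), 130 (TRM below both), 4 (TCM below both) and 11 (cTEM below both) genes. DESeq2 calls gave 430, 31 and 9 genes with TRM, TCM and cTEM above both others and 632, 16 and 133 with them below. The cause was not tested. The PC1 separation of TRM kept the smallest p-value that each design allows, 0.0286 to 0.0476 with 1 library left out, and the share of PC1 ran from 33.1% to 36.6% with a library left out and was 57.2% with 500 genes. A p-value at its smallest cannot show whether the separation grew or shrank.

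The MAPK list lost its call under fry (0.125 against TCM and 0.0687 against cTEM), an estimated correlation (0.237 and 0.181) and without immediate early and heat shock genes (0.164 and 0.0677). The Reactome sets gave 0.354 and 0.354 for the RAF/MAP kinase cascade and 0.354 and 0.149 for MAPK targets. fgsea kept both calls. With 1 library left out the adjusted p ran from 0.00297 to 0.0996 (lost without TRM 30) and from 0.00137 to 0.152 (lost without cTEM 10 or TRM 30). Of the 18 other list tests, 13 passed, 6 under fry, 12 under fgsea, 0 with camera's correlation estimated (lowest adjusted p = 0.104) and 11 to 14 with 1 library left out. The fatty acid list against cTEM changed direction without cTEM 30 and without TRM 3, its adjusted p running from 0.152 to 0.887 with a library left out. Its median lay near 0, and the cause was not tested otherwise. Single list tests other than those of MAPK gave the same call in 170 alternatives, lost it in 25 (all 13 calls with the correlation estimated), gained it in 1 and reversed in 2.

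Named genes in the TRM comparisons kept direction and side of the threshold in 1109 alternatives, lost the call in 200 (134 with a library left out, 53 under the block and 13 with only the 2 groups compared) and gained it in 47. In 6 the direction reversed, none of them called. These were *Bcl2a1a* against cTEM (−9.86 to 2.57 with a library left out, reversed without cTEM 10), *Trdc* against cTEM (−1.20 to 0.14, without cTEM 10), *Nr3c1* against cTEM (−2.10 to 0.16, without cTEM 30) and *Fli1* against cTEM (−1.78 to 0.48, without cTEM 30). For Irf9 TRM vs cTEM the log2 fold change ran from −0.0232 (without TRM 3) to 0.78, and with the replicate block it was −0.0214. Fewer libraries enter these fits, apart from that with the block, which holds all 8; beyond that the cause was not tested. Values of named genes in TCM against cTEM were not taken as results, a choice made after they were seen. The 39 genes with counts in either group gave 618 such values, of which 28 (in 19 genes) changed sign, none of them called. DESeq2 called 2, *Pmepa1* (log2 fold change 6.55, adjusted p = 0.00769) and *S1pr5* (−1.82, adjusted p = 0.0240).

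With the replicate number as a replicate block, 0 genes were called in TRM against TCM, 0 in TRM against cTEM and 0 in TCM against cTEM. The deviations of same-numbered libraries from their group means correlated at 0.00183 (TCM 10 and cTEM 10), 0.0691 (TCM 30 and cTEM 30), 0.0222 (TCM 30 and TRM 30) and 0.0581 (cTEM 30 and TRM 30). These values gave no sign of a shared source. They cannot exclude one, since the groups hold 2 or 3 libraries and the 2 cTEM deviations are opposite by construction. The block leaves few degrees of freedom for the spread by construction.

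Depth, with TMM scaling, sets a floor of 0.122 CPM (TCM 1) to 0.439 CPM (cTEM 30) for 3 counts, below which a difference in a single library was not detectable. The bounds for genes without counts pool the libraries of a group. Their floors were 0.0510 CPM in TCM, 0.0739 CPM in TRM and 0.167 CPM in cTEM cells. RLE in place of TMM moved the median log2 fold change of all genes by 0.01, −0.06 and −0.08 in TRM against TCM, TRM against cTEM and TCM against cTEM.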

Differences from the paper's values

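No test in this part was chosen after the result was seen, apart from the patterns from DESeq2 calls and the alternatives for *Fabp1* and *Fabp2*.

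The paper's PCA gives PC1 about 47% and PC2 about 13% (Fig. 3A, read by eye), and the values here were 32.5% and 19.5%, within 1.5 times. The 500 genes of largest variance gave 57.2% and 12.0%, the variance stabilizing transformation 41.2% and 19.4%, and rlog 38.9% and 19.7%, the last over 1.5 times the PC2 of the figure.

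The paper states that *Cd69*, *Runx3*, the *Nr4a* genes, *Jun*, *Junb* and *Fos* were upregulated in TRM cells. All 8 were higher in both comparisons, and edgeR called 6 against TCM and 4 against cTEM. *Runx3* (adjusted p = 0.0891 and 0.116) was called by DESeq2 in both comparisons and under no other setting. *Nr4a3* (0.0555 and 0.166) was called against TCM by DESeq2, with thinned counts, a mean CPM of at least 10, no filter, only the 2 groups, and without cTEM 10 or cTEM 30, and against cTEM by DESeq2 and without cTEM 30. *Nr4a1* against cTEM (0.0596) was called by DESeq2, with thinned counts, a mean CPM of at least 10, no filter and without TCM 10. *Jun* against cTEM (0.0824) was called by DESeq2 alone.

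The paper states that *Cx3cr1* was downregulated in TRM cells. It was lower in both comparisons and not called by edgeR (0.182 and 0.139), and it was called by DESeq2 in both and under no other setting. Of the other genes labelled in Fig. 3B, *Bhlhe40* against cTEM (0.110) was called by DESeq2 and without TCM 10. *Slamf6* against cTEM (0.0747) was called by DESeq2 and with a mean CPM of at least 10. *Bcl2a1a* (0.202 and 0.180) was called by DESeq2 in both, and *Slamf9* (0.150 and 0.161) by DESeq2 in both and with only the 2 groups against TCM. *Zeb1* (0.319 and 0.620) was called under no setting. DESeq2 is the tool of the paper's methods.

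The paper sorts its DEGs into 6 patterns. Here 2 of them held genes by edgeR (33 and 83), and the 4 that depend on TCM against cTEM held 0, with 519 genes of that comparison at an unadjusted p under 0.05 (5% of the tested genes is 636) and 201 called by DESeq2. By the nearest mean, each pattern but that of cTEM above both others held genes, and with DESeq2 calls, an alternative chosen after seeing the values, all 6 did.

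The paper states that TRM cells were more active in fatty acid metabolism. The list for fatty acid oxidation and uptake did not pass in either comparison (adjusted p = 0.318 and 0.682 by camera), nor did the list for linoleic and arachidonic acid (0.155 and 0.376), under camera, fry, fgsea or with any 1 library left out. *Fabp1* and *Fabp2* were higher in TRM in both comparisons and not called by edgeR (*Fabp1* 0.0543 and 0.113, *Fabp2* 0.0558 and 0.116). DESeq2 called both genes in both comparisons. Against TCM both were also called with no filter, with only the 2 groups compared and without cTEM 30, and *Fabp1* without cTEM 10. The lists are written by hand and are not the KEGG sets of the paper.

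The paper's results text gives the sorting gates of TCM and cTEM cells the other way round from its introduction and the sample labels. Its methods give 3 replicates per population, and the libraries used here include 2 of cTEM cells.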

Other observations

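Of the tests in this part, those of transcript length on the ribosomal and oxidative phosphorylation lists and of the names of the TCM and cTEM libraries, and the fits of *Gzmb* with a library left out, were chosen after the result was seen. Those of other splits, of depth and of warm isolation were not.

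Across the 10 ways to split the 6 TRM and TCM libraries into 3 and 3, only 1, the real one, gave as many as 224 called genes, and the other 9 gave 0. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone. Of the 56 splits of all 8 libraries into 3 and 5, only 1, the real one of TRM against the others, gave as many as its 672 called genes. The largest other count was 1, which excludes chance at the 0.05 level. A difference in depth does not account for the calls, since with every library thinned to the smallest total 282 genes were called in TRM against TCM (216 of them shared with the 224) and 0 in TCM against cTEM, where DESeq2 on the full counts called 201 and 519 had an unadjusted p under 0.05 (5% of the tested genes is 636).

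The intraepithelial lymphocytes were isolated with a warm incubation that the spleen cells did not have, and warm isolation could raise AP-1 and *Nr4a* genes. The heat shock list, which such isolation may also raise, had a median log2 fold change of 1.70 over TCM. Isolation, tissue and population cannot be told apart here, because all TRM libraries differ from all spleen libraries in each, so stimulation of TRM cells in the tissue stays open as well.

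Longer and GC-rich transcripts were higher in TRM: across 12468 genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.146 with length and 0.169 with GC content against TCM, 0.130 and 0.170 against cTEM, and 0.00955 and 0.0499 in TCM against cTEM. The ribosomal list's median against TCM (−1.17) lay at percentile 0.02 of 10000 lists matched on length and expression (median −0.79, 95% range −0.94 to −0.58), and at 0.01 against cTEM. Few matched lists were as low, but these percentiles are not error rates. They do not allow for correlation between ribosomal genes, and GC content was not matched. By fry the list had an adjusted p of 0.0632 and 0.0687. Whether length and expression level account for all of it stays open. The median of the oxidative phosphorylation list (−0.77) lay at percentile 40.3 (matched median −0.75) and at 4.3 against cTEM, so transcript length and expression level may account for it against TCM. A difference of the cells in tissue was not tested apart from this.

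The paper gives the sorting gates of TCM and cTEM cells both ways round, and names of the TCM and cTEM libraries exchanged might be behind this. *Ccr7*, *Lef1* and *Tcf7*, which the paper lists for TCM cells in its scRNA-seq, all 3 had a higher mean CPM in the libraries named TCM. *Ccr7* was at 335, 157 and 144 CPM there and at 96.9 and 35.8 CPM in cTEM. *Klrg1*, of the paper's LLE genes, was at 23.8 ± 6.92 CPM in TCM (SD, n = 3) and 144 ± 17.5 CPM in cTEM (n = 2). *Cx3cr1* and *Zeb2* of those genes had the higher mean in cTEM as well, and *Tbx21* was at 16.6 CPM in both. *Il7r* and *Cxcr3*, listed for TEM cells, had the higher mean in TCM. The values of *Ccr7* and *Klrg1* argue against the exchange. edgeR called 0 genes between these libraries, so its test cannot decide, and the exchange is not excluded. Of 4781 genes at 20 to 200 CPM in TCM, 32 had 0 counts in cTEM 10, 66 in cTEM 30 and 6 in both, where 0.442 would be in both if the libraries were independent. Of the 171 genes that DESeq2 called higher in TCM than in cTEM, 106 had at most 3 counts in both cTEM libraries.

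In simulated data, DESeq2 recovered 71.5% and 65.5% of changed genes in TRM against TCM and cTEM, with 41.9% and 50.9% of its calls false, and made 77 calls in TCM against cTEM, where no gene was changed. By edgeR the false share was 3.85% and 2.53%, with 0 calls in TCM against cTEM. The simulated spread was edgeR's own estimate, 1 value per gene for all groups, while the real variation was 0.751 in TCM, 1.08 in cTEM and 1.18 in TRM. edgeR was given 12225 genes after its filter and DESeq2 12710. These shares may therefore not hold for the real calls of either tool. Power in TCM against cTEM was not measured, as no gene was changed there.

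The genes that the paper compares with TEM and LLE cells were read against TCM and cTEM. Of the 10 named as higher, 10 and 10 were higher and 6 and 5 called, or 9 and 10 adjusted over the list alone. *Gzmb* had log2 fold changes of 4.504 and 3.13 (adjusted p = 0.00212 and 0.0253 by edgeR's test, the latter lost without TCM 30, cTEM 10, cTEM 30 or TRM 30 at up to 0.107) and *Gzmk* of 0.84 and 1.52 (0.280 and 0.132). Of the 3 named as lower, all 3 were lower and 2 and 2 called, or 3 and 3 adjusted over the list alone. *S1pr1* had −5.45 and −5.20 (0.000432 and 0.000964), and *S1pr5*, with 0 counts in TRM, was at least 275-fold and 919-fold lower.

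Of the genes of the scRNA-seq subsets, the TRM list had 4 and 3 of 4 genes higher in TRM against TCM and cTEM (2 and 2 called), the circulating list 8 and 8 of 10 lower (1 and 1 called), the effector list 6 and 6 of 6 higher (2 and 2 called), the LLE list 3 and 3 of 4 lower, the TCM list 3 and 2 of 3 lower and the TEM list 2 and 2 of 2 lower, with no call in the last 3. Adjusted over the list alone, the TRM list gave 3 and 3, the circulating list 4 and 3 and the effector list 4 and 2. Those for LLE and TCM genes gave 1 and 1 and 2 and 0 lower. *Tbx21*, in both the circulating and the LLE list, was higher in TRM than in TCM and passed this way in each of them.

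Summed over the members, the T cell list was at 10265 to 14986 CPM in spleen libraries and 12950.2 to 15012 CPM in TRM libraries, the enterocyte list at 21.4 to 47.2 CPM in spleen libraries and 194 to 384 CPM in TRM libraries (of which *Cdh1* alone made up 184, 92.0 and 177 CPM in TRM 0, TRM 3 and TRM 30), and the list of goblet, Paneth and stem cells at 0.0896 to 5.38 CPM in spleen libraries and 6.44 to 60.1 CPM in TRM libraries. The myeloid list was at 1228 to 1694 CPM in spleen libraries and 219 to 386 CPM in TRM libraries, the list of erythroid cells and platelets at 13.4 to 9283 CPM in spleen libraries and 6.23 to 63.1 CPM in TRM libraries, and that of gamma-delta and natural intraepithelial T cells at 849.8 to 1269 CPM in spleen libraries and 2853 to 6512 CPM in TRM libraries, with 4 members called higher against TCM and 2 against cTEM.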
